A study of Mus musculus with 6 samples. Its data were reported in "Guiding T lymphopoiesis from pluripotent stem cells by defined transcription factors" (2019).

How the data were processed

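Gene expression was measured by RNA sequencing of polyadenylated RNA in 6 libraries of mouse T cells from spleen. The cells were induced T (iT) cells, which the study grew in immunodeficient B-NDG mice from transplanted blood progenitors. Those progenitors came from pluripotent stem cells carrying a doxycycline-inducible Runx1-p2a-Hoxa9 cassette (iR9 cells). Each library came from an aliquot of 1000 sorted cells. Groups and replicate numbers were taken from the sample titles, giving 3 CD4 single-positive (CD4SP) and 3 CD8 single-positive (CD8SP) libraries. Both groups carry the replicate numbers 1 to 3, and these shared numbers are the only source of a pairing. The labels do not say whether libraries with the same number came from the same mouse.

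The authors amplified cDNA with a whole-transcriptome kit, made libraries with a transposase kit and sequenced them on a NextSeq instrument. The authors aligned the reads with HISAT2 to the mm10 mouse genome, estimated gene expression with StringTie and deposited it as TPM, a measure of transcript abundance, with one column per library. TPM divides each gene's reads by its length and scales each library to a fixed total. A transcript class that takes a larger share of one library therefore lowers the values of all other genes in it. Whether duplicate reads were removed, whether strand was used, and how reads of similar genes were shared out were not stated. TPM keeps no sequencing depth, so the depth of each library is unknown and no interval or detection floor could be computed. An exact 0 can be a failed estimate, so genes with zeros are described as listed at 0, with the value of each library.

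The table held 23420 rows, of which 9818 were 0 in all 6 libraries. In it, 27 rows had names turned into dates by spreadsheet software, and 2 of those names occurred more than once. They were kept apart as separate rows and are not named here. Genes with at least 1 TPM in at least 3 of the 6 libraries were tested, which left 10476 genes. Values were analysed as log2(TPM + 1), a scale that understates the change of genes with low values. A linear model with the population as its only term was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with Benjamini-Hochberg adjustment over all tested genes. A count-based test was not used because TPM are not counts. A gene was called when its adjusted p was under 0.05 and its difference was over 2-fold on this scale, the criterion the study used for its own comparisons. Positive log2 fold changes mean higher values in CD4SP iT cells. Gene lists were tested with limma's fry, a directional rotation test on the same model, with Benjamini-Hochberg adjustment over the 7 lists. Similarity of libraries was tested with an exact one-sided permutation test over the 10 splits of the 6 libraries into 3 and 3, whose smallest possible p is 0.1.

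The groups, the tests of the comparisons, the gene panels and lists, and most alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, no filter, a filter of 5 TPM, median-of-ratios rescaling, quantile normalization, no mean-variance trend, library weights, the replicate number as a block, no fold threshold, and leaving out each library in turn. Another 5 alternatives were chosen after seeing the data: averaging CD8 replicates 1 and 2, removing ribosomal protein genes, correcting for gene length and GC content with and without the replicate block, and leaving out genes unstable between replicates. A gene was taken as unstable when its log2(TPM + 1) values within a population spanned more than 4, a limit also chosen after seeing the data. The set of single genes followed across all alternatives was narrowed after a first run, from all panel genes to called panel genes, lineage and cassette genes, the genes of largest change and Foxp3. Sign changes were counted over all tested panel genes. The length and GC correction regressed each library's deviation from the 6-library mean on splines of log length and GC content of the longest transcript, with an intercept that also centred each library. Of the tested genes, 10400 (99.3%) had both properties.

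Genes named in the text were those of the fixed panels of surface markers, transcription factors, T cell identity, lineage, other lineages, cassette, sex and host genes. Added to them were the 5 called genes with the largest change in each direction among those whose 3 libraries of one population all lay above the 3 of the other. Any other gene named was chosen after its values were seen, which includes single members of the gene lists. A single gene of these panels is not reported here. Positions are from GENCODE M21 on GRCm38, the same assembly as mm10, and are 1-based. Near-identical copies were searched with blastn 2.17.0, taking each gene's longest annotated transcript against all annotated transcripts. A copy was an alignment with at least 95% identity over at least 200 nt to a gene at another locus. Because reads of such genes can be shared out in either direction, their values are given as uncertain.

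The model code was tested on simulated data made with the means and residual spread of the 10476 tested genes. The 200 genes changed by 2 on the log2 scale were drawn from those with a mean log2(TPM + 1) above 3. Of these 200, 187 (93.5%) were recovered, with 4 false calls. Both changed gene lists and none of the 3 unchanged lists passed the threshold. The simulated noise was normal and independent between genes. These rates therefore check the code and do not apply to genes of low abundance or to the real data. Library summaries and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Natural T cells, B cells and myeloid cells, which the study compared with iT cells, were not analysed here.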

Results

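Gene expression of CD4SP iT cells was compared with that of CD8SP iT cells, both taken from spleens of B-NDG recipients. The data were 6 libraries of 1000 cells each, 3 per population. The TPM of each library summed to between 997896 and 998100. CD4SP libraries listed 10594, 10329 and 10649 genes at 1 TPM or more in replicates 1 to 3, and CD8SP libraries listed 10149, 10123 and 9971. The 50 most abundant genes made up 28.4% ± 2.17 (SD, n = 3) of TPM in CD4SP and 34.3% ± 1.45 (SD, n = 3) in CD8SP libraries. Transcripts of 90 ribosomal protein genes made up 26.4% ± 2.72 (SD, n = 3) of TPM in CD4SP and 34.2% ± 2.15 (SD, n = 3) in CD8SP libraries. For each of these 3 measures the populations did not overlap, and the exact two-sided permutation p was 0.1, the smallest that 3 libraries against 3 can give. These technical measures separate the libraries exactly as the sorted populations do, so a comparison within a technical class was not possible.

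Whether libraries of one population resembled each other was asked first. Pearson r of log2(TPM + 1) across the 10476 tested genes, which are not independent replicates, was 0.955 to 0.968 among CD4SP libraries and 0.971 to 0.987 among CD8SP libraries. Between populations it was 0.917 to 0.937. The mean within-population r exceeded the mean between-population r by 0.0403, with an exact one-sided permutation p of 0.1, the smallest possible. With a pseudocount of 0.1 this difference was 0.0604, the largest move among the alternatives, and without the filter on low values it was 0.0242. A principal component analysis put 57.6% of the variance on the first component, on which all 3 CD4SP libraries lay on one side and all 3 CD8SP libraries on the other. CD8 replicates 1 and 2 had the highest r. Their median absolute difference over genes with a mean above 20 TPM was 0.0737 on the log2 scale, against 0.174 to 0.311 for the other replicate pairs. Agreement within sampling noise was not testable from TPM, and 16 of these genes differed over 4-fold between them, against 13 to 27 for the other replicate pairs. They were counted as separate samples, with their average as an alternative.

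The sorting markers were examined as a check of the labels. Cd4 (chromosome 6, 124864692 to 124888221, protein coding) was at 331, 281 and 279 TPM in CD4SP replicates 1 to 3. In CD8SP libraries it was at 0.104 TPM in replicate 1 and listed at 0 in the others. Its log2 fold change was 8.17 (SE 0.167, limma adjusted p 1.12e-07). Cd8a (chromosome 6, 71373427 to 71379173, protein coding) was at 1.82 ± 1.35 TPM (SD, n = 3) in CD4SP and 1116 ± 67.2 TPM (SD, n = 3) in CD8SP libraries, a log2 fold change of -8.77 (SE 0.355, limma adjusted p 4.47e-06). Cd8b1 (chromosome 6, 71322788 to 71337494, protein coding) was at 28.3 ± 6.68 TPM (SD, n = 3) in CD4SP and 2317 ± 106 TPM (SD, n = 3) in CD8SP libraries. Its log2 fold change was -6.33 (SE 0.160, limma adjusted p 2.38e-07). The log2 fold change of Cd4 moved most with the pseudocount, to 11.19 at 0.1. With the replicate number as a block, the limma adjusted p was 5.98e-07 for Cd4, 2.32e-06 for Cd8a and 5.98e-07 for Cd8b1, where same-numbered libraries had a mean correlation of 0.0411 between their deviations from the population means, across genes.

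The lineage regulator Zbtb7b, which encodes ThPOK (chromosome 3, 89377644 to 89394776, protein coding), was at 36.5 ± 2.13 TPM (SD, n = 3) in CD4SP and 2.39 ± 0.812 TPM (SD, n = 3) in CD8SP libraries. The log2 fold change was 3.49 (SE 0.220, limma adjusted p 3.64e-05, and 0.000107 with the replicate block, for which the pairing check was 0.0411). Cd40lg (X chromosome, 57212143 to 57224042) was at 40.1, 53.4 and 43.1 TPM in CD4SP libraries. In CD8SP libraries it was at 0.389 TPM in replicate 2 and listed at 0 in the others (limma adjusted p 6.38e-06). Runx3 (chromosome 4, 135120652 to 135177990) was at 66.1 ± 11.5 TPM (SD, n = 3) in CD4SP and 62.9 ± 9.96 TPM (SD, n = 3) in CD8SP libraries. This difference was within the spread between replicates (log2 fold change 0.068, limma adjusted p 0.803), and its sign changed with the scaling, being -0.23 after median-of-ratios rescaling.

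**Figure D1:**
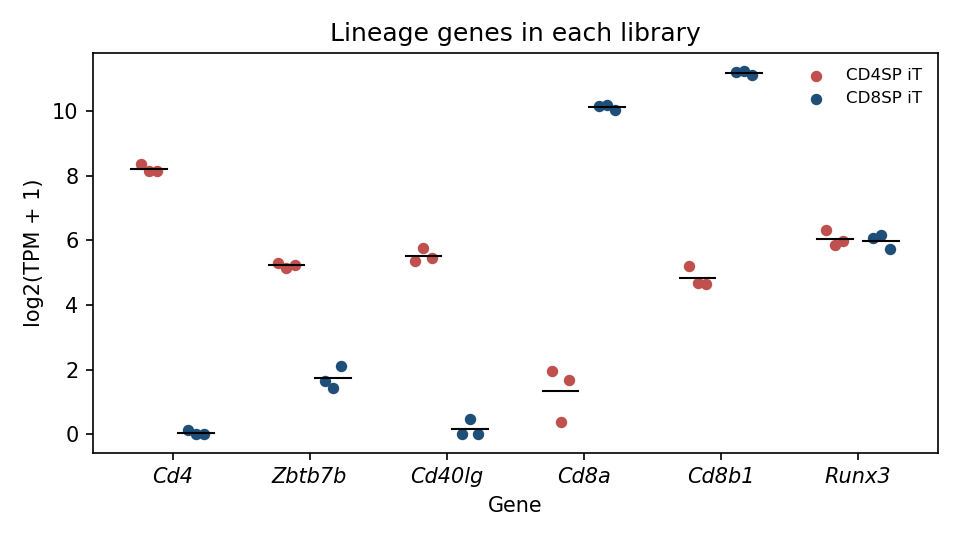
Expression of 6 lineage genes as log2(TPM + 1) on the vertical axis, with 1 point per library, 3 per population, and a line at the mean of each population. Cd4, Zbtb7b and Cd40lg are higher in all CD4SP libraries, Cd8a and Cd8b1 are higher in all CD8SP libraries, and the Runx3 points of both populations overlap.

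The fixed set of T cell identity genes, which the study described as expressed in both populations, was then examined in each library. All 16 genes were listed at 1 TPM or more in all 6 libraries. At a minimum of 5 TPM this held for 13 genes, the exceptions being Rora, Bcl11b and Ikzf2. Zbtb7b also reached 1 TPM in all 6 libraries, with 2.16, 1.71 and 3.29 TPM in CD8SP. The study described Zbtb7b as expressed in CD4SP but not in CD8SP iT cells, so a minimum of 1 TPM alone does not establish expression. Among the 16 identity genes, Lck had the highest minimum over the 6 libraries (1352 TPM) and Rora the lowest (1.74 TPM). Of these genes, Cd28, Cd5, Gata3, Rora and Ikzf2 were called higher in CD4SP, with log2 fold changes from 1.48 to 2.79, and Cd7 was called higher in CD8SP (-1.78, limma adjusted p 0.00053). No fold change past the criterion was found for the other genes. Tcf7 was at 248, 216 and 263 TPM in CD4SP and 194, 213 and 185 TPM in CD8SP libraries (limma adjusted p 0.117).

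Across all tested genes, 1019 were called, of which 830 were higher in CD4SP and 189 were higher in CD8SP. The share higher in CD4SP was 81.5%. The median log2 fold change of all tested genes was 0.284. After median-of-ratios rescaling this median was 0.001, and 788 genes were called, 489 higher in CD4SP and 299 higher in CD8SP (62.1% higher in CD4SP). Under quantile normalization 777 genes were called, 444 and 333 in these directions (57.1% higher in CD4SP). With ribosomal protein genes removed and TPM rescaled, a setting chosen after seeing the data, the split was 638 to 243. The share of genes higher in CD4SP is therefore given with its scaling. With the replicate number as a block, 997 genes were called, of which 959 were among the 1019. Same-numbered libraries showed little pairing, as the mean correlation of their deviations from the population means was 0.0411 (range -0.0168 to 0.0887).

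**Figure D2:**
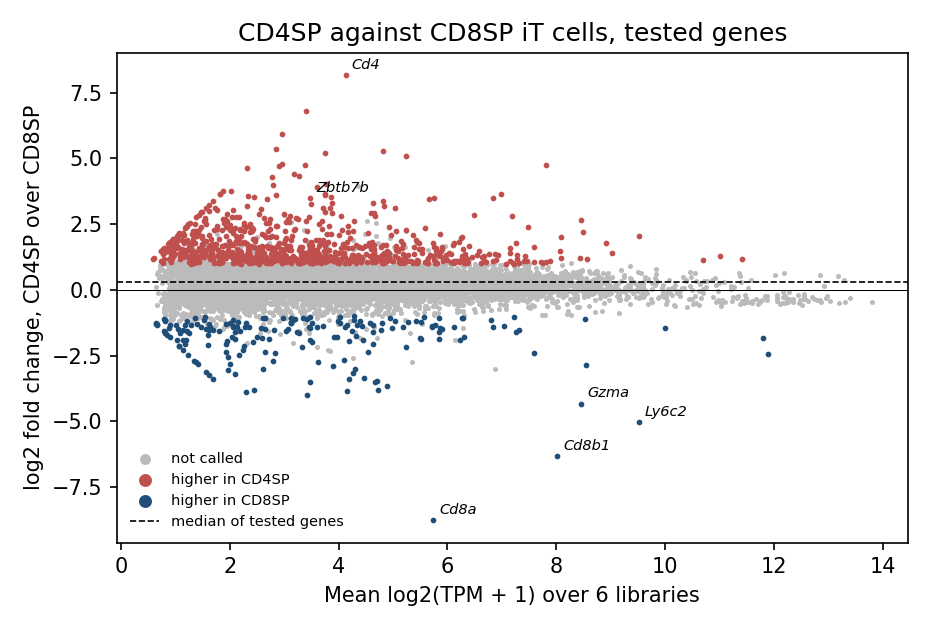
Log2 fold change between CD4SP and CD8SP iT cells (vertical axis, positive for higher in CD4SP) against the mean log2(TPM + 1) of the 6 libraries (horizontal axis), with 1 point for each of the 10476 tested genes. The 830 genes called higher in CD4SP are red and the 189 called higher in CD8SP are blue, and the dashed line marks the median of 0.284.

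The called genes with the largest log2 fold changes toward CD4SP were Cd4, Gm5424, Ebi3, Cd40lg and Penk. Ebi3 (chromosome 17, 55952640 to 55957022, protein coding) was at 64.6, 54.7 and 61.7 TPM in CD4SP libraries and listed at 0 in all CD8SP libraries (limma adjusted p 1.21e-06). Penk (chromosome 4, 4133531 to 4138819, protein coding) was at 178 ± 41.9 TPM (SD, n = 3) in CD4SP and 3.59 ± 0.954 TPM (SD, n = 3) in CD8SP libraries (log2 fold change 5.28, limma adjusted p 6.38e-06). Gm5424 (chromosome 10, 62071123 to 62072362) is a processed pseudogene that is 99.5% identical to Ass1 over 1240 nt, so its value is uncertain. Gm5424 and Ass1 together were at 134, 102 and 117 TPM in CD4SP and 17.8, 17.2 and 29.1 TPM in CD8SP libraries.

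Toward CD8SP, the largest changes were those of Cd8a, Cd8b1, Ly6c2, Gzma and Klrc1. Ly6c2 (chromosome 15, 75108158 to 75111970, protein coding) was at 131 ± 38.5 TPM (SD, n = 3) in CD4SP and 4169 ± 267 TPM (SD, n = 3) in CD8SP libraries (log2 fold change -5.02, limma adjusted p 3.32e-06). It is 98.3% identical to Ly6c1 over 595 nt, so the division of reads between them is uncertain. Gzma (chromosome 13, 113093825 to 113100981, protein coding) was at 85.5 ± 40.3 TPM (SD, n = 3) in CD4SP and 1581 ± 167 TPM (SD, n = 3) in CD8SP libraries (log2 fold change -4.33, limma adjusted p 0.00014). Klrc1 (chromosome 6, 129666015 to 129678973, protein coding) was at 5.02, 0 and 2.25 TPM in CD4SP and 37.6, 45.8 and 42.4 TPM in CD8SP libraries, and shares near-identical sequence with Klrc2 and Klrc3.

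Of the 58 surface-marker and transcription-factor genes fixed beforehand, 53 passed the filter and 26 were called with adjustment over all genes. Adjusted over this panel alone, 27 were called. Higher in CD4SP were 23 of the 26, and Cd8a, Cd7 and Eomes were higher in CD8SP. Among those with no library listed at 0, the largest log2 fold changes toward CD4SP were those of Maf (4.02), Zbtb7b (3.49) and Il2ra (3.37). Calling on the adjusted p alone moved the count most, to 33, and quantile normalization gave the lowest count, 21. The replicate block gave 27, with the pairing check at 0.0411 as above. None of the 26 called genes changed sign under any alternative, whereas 12 of the 27 other tested genes did under at least 1. A call itself required a difference over 2-fold, so this contrast follows in part from the selection. Runx1 and Hoxa9, the genes of the inducible cassette, were both called higher in CD4SP. Hoxa9 (chromosome 6, 52223100 to 52231089) was at 8.64 ± 1.23 TPM (SD, n = 3) in CD4SP and 0.559 ± 0.206 TPM (SD, n = 3) in CD8SP libraries (log2 fold change 2.63, limma adjusted p 0.000287). Runx1 (chromosome 16, 92601466 to 92826149) was at 11.99 ± 0.977 TPM (SD, n = 3) and 3.76 ± 0.478 TPM (SD, n = 3), respectively (log2 fold change 1.45, limma adjusted p 0.00221).

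The 7 lists of T cell state genes were compared next, and 5 passed the threshold of the fry test. This test sets a list's log2 fold changes against 0, not against the median of all genes. Leaving out CD4 replicate 2 moved this number of lists most, to 7. The regulatory T cell list had a mean log2 fold change of 3.22 (fry adjusted p 2.61e-05, and 0.00489 with the replicate block), which was 2.93 above the median of all genes, with 9 of its 10 genes called higher in CD4SP. The remaining gene was Foxp3 (X chromosome, 7573644 to 7595245), at 142, 6.56 and 167 TPM in CD4SP and 7.48, 7.48 and 10.05 TPM in CD8SP libraries. It was not called, because its low value in CD4 replicate 2 left a limma adjusted p of 0.1005, which was 0.0438 with the replicate block. The immediate-early list had a mean of 1.17 (fry adjusted p 2.61e-05, with block 0.00495), which was 0.89 above that median. The effector and memory list was lower in CD4SP, with a mean of -1.21 (fry adjusted p 2.83e-05, with block 0.000332) or -1.49 relative to that median, and with 8 of 17 genes called higher in CD8SP and 2 called higher in CD4SP. The NK receptor list had a mean of -1.996 (fry adjusted p 0.000192, with block 0.00495) or -2.28 relative to the median, with 6 of 9 tested genes called higher in CD8SP. The inhibitory receptor list had a mean of 0.38 (fry adjusted p 0.00945), only 0.09 above the median. It did not pass with the block (fry adjusted p 0.0897), for which the pairing check was 0.0411. After median-of-ratios rescaling it passed with a mean of only 0.077 (fry adjusted p 0.000546). It also passed with the block and the length and GC correction together (mean 0.080, fry adjusted p 0.0269), a setting chosen after seeing the data. Its called genes were Ctla4, higher in CD4SP, and Cd160, higher in CD8SP. The naive and proliferation lists did not pass (fry adjusted p 0.23 and 0.376, with block 0.464 and 0.47).

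**Figure D3:**
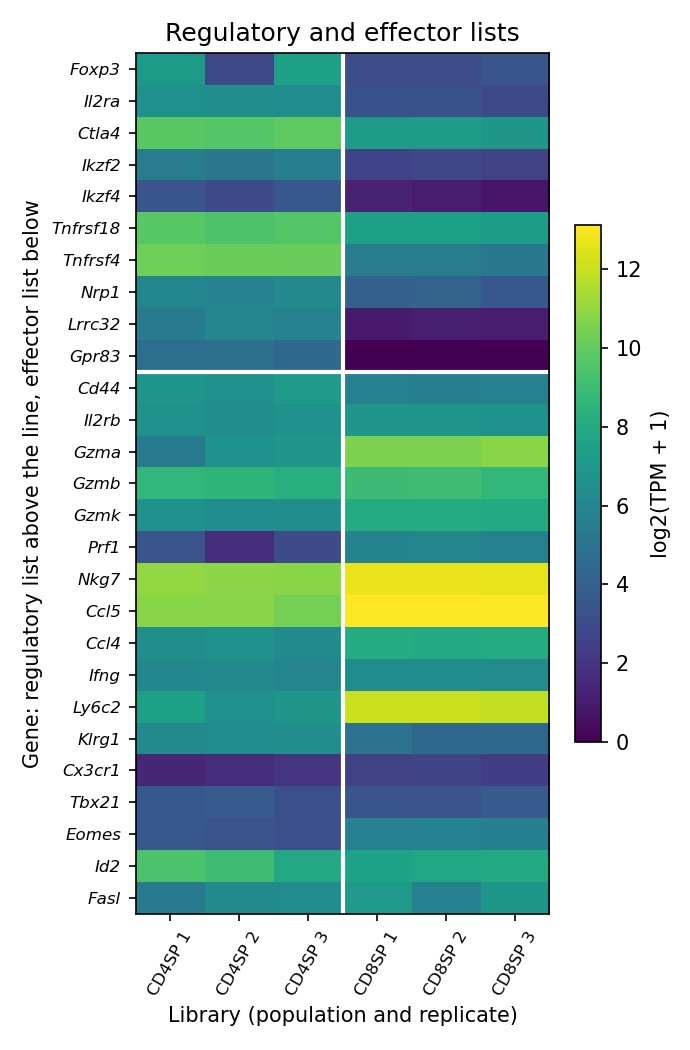
Heat map of log2(TPM + 1) in each library for the 10 genes of the regulatory list, above the white horizontal line, and the 17 genes of the effector and memory list, below it, with the 3 CD4SP libraries left of the 3 CD8SP libraries. Foxp3 in CD4 replicate 2 (6.56 TPM) is near its CD8SP values, and the other 9 regulatory genes are higher in every CD4SP library than in every CD8SP library.

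Genes of other lineages and of the host were examined last. The B cell genes Pax5 and Ms4a1 and the myeloid genes S100a8 and S100a9 were listed at 0 in all 6 libraries. Cd79a was at 1.52 to 3.56 TPM, and its difference between populations did not pass the threshold (limma adjusted p 0.17). It shares near-identical sequence with Gm32220, so its value is uncertain. Lyz2 was at 30.9, 17.1 and 18.3 TPM in CD4SP and 8.33, 6.87 and 3.64 TPM in CD8SP libraries, a log2 fold change of 1.68 (limma adjusted p 0.0087), and it shares near-identical sequence with Lyz1. Il2rg, which B-NDG recipients lack, was at 1041 to 1331 TPM in all libraries. The Y-linked gene Eif2s3y was at 48.7 ± 6.85 TPM (SD, n = 3) in CD4SP and 17.8 ± 1.91 TPM (SD, n = 3) in CD8SP libraries (log2 fold change 1.40, limma adjusted p 0.00101).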

Values the study reported

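The study sequenced iT cells in aliquots of 1000 sorted cells. It reported T cells in 32 of 40 recipients given progenitors from its iR9 stem cells, which it described as over 80%. Genes differing from natural T cells were taken at an adjusted P value below 0.05.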

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

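The settings that averaged CD8 replicates 1 and 2, removed ribosomal protein genes, corrected for length and GC content with and without the block, or left out unstable genes were chosen after the data were seen. Calling genes on the adjusted p alone gave 2183 genes in place of 1019, the only setting that moved this count by over 1.5 times. Under the other settings it lay between 708, with the replicate block and the length and GC correction together, and 1202, without CD4 replicate 2. The 6 fits that each left out one library gave from 817 to 1202 genes, sharing from 776 to 938 with the 1019. The share of called genes higher in CD4SP was 81.5% and fell to 72.4% with ribosomal protein genes removed, 62.1% after median-of-ratios rescaling, 59.8% after length and GC correction (59.6% with the block) and 57.1% after quantile normalization. It was 79.8% or more under the other alternatives that kept the 2-fold threshold and either kept all 6 libraries or averaged a pair, and 77.2% to 83.6% with one library left out. The replicate block gave 997 genes, and 1570 on the adjusted p alone. Averaging CD8 replicates 1 and 2 gave 829. Library weights gave CD4 replicate 2 the lowest weight (0.233) and CD8 replicate 1 the highest (4.59), and 1172 called genes.

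The log2 fold changes of Cd4 (7.90 to 11.19), Cd8a (-9.61 to -8.30), Cd8b1 (-6.63 to -6.24) and Zbtb7b (3.16 to 3.93) kept their direction and stayed past the threshold under all alternatives. The count of marker genes lay between 21 and 33, and the count of gene lists between 4, with the replicate block, and 7, without CD4 replicate 2. The count of identity genes in all libraries fell from 16 to 13 with a minimum of 5 TPM. The difference between within- and between-population correlations stayed positive, from 0.0242 to 0.0604, and its p of 0.1 could not have been lower.

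Runx3 changed sign, at -0.23 after median-of-ratios rescaling, -0.20 after quantile normalization, -0.092 with ribosomal protein genes removed and -0.24 after length and GC correction, with and without the block. It ranged from -0.066 to 0.17 across the fits that each left out one library. The mean log2 fold change of the naive list was 0.0068. It became -0.028 with a pseudocount of 0.1, -0.29 after median-of-ratios rescaling, -0.22 after quantile normalization, -0.16 with ribosomal protein genes removed and -0.30 after length and GC correction, with and without the block. Leaving out one library gave -0.11 to 0.18. These are signs of the mean, which lay close to 0. The direction of the fry test for the naive list turned toward CD8SP only after median-of-ratios rescaling and after length and GC correction, with and without the block. In those settings the naive list did not pass the threshold. The mean of the proliferation list was 0.16, and became -0.13, -0.12 and -0.17 under median-of-ratios, quantile normalization and the length and GC correction (both fits). The sign changes in those 3 scalings and with ribosomal protein genes removed follow the shift of the median of all genes. This median was 0.284 and fell to 0.001, -0.015 and -0.027 in those 3 scalings and to 0.141 with ribosomal protein genes removed. With a pseudocount of 0.1, where the naive list also changed sign, the median rose to 0.302. For the other changes the cause was not tested. Of the marker genes, 0 of the 26 called and 12 of the 27 not called changed sign under at least 1 alternative, a contrast that the 2-fold criterion in part brings about. Over 33 single genes followed across the settings, apart from Cd4, Cd8a, Cd8b1 and Zbtb7b, and the 7 lists, 11 of these 40 results changed under at least 1 setting, in 21 cases to weaker, 6 to stronger and 21 to the opposite sign. Bcl6 had no value under the 5 TPM filter and Foxp3 none with unstable genes left out, since these settings removed them. Foxp3 passed the adjusted threshold with the replicate block (log2 fold change 2.61), with library weights (3.65) and without CD4 replicate 2 (4.06).

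The depth of the libraries is unknown, so whether genes listed at 0 in one population are absent there was not testable.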

Other observations

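The tests in this part were chosen after the result was seen, except those of near-identical copies (Hoxa9 and Runx1, Cd8b1, Eif2s3y and the unstable genes), overlapping genes, transcript number and values left out of the table.

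Only the real split of the libraries gave many calls. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many as 1019 genes, 1 gave as many as 26 marker genes, and 1 gave as many as 5 lists. The other 6 of the 10 splits part only 1 pair and so differ in kind. Among the 9 splits other than the real one, the largest counts were 3 genes and 1 list. Each of these 9 splits mixes both populations within its groups, so the difference between populations adds to the residual spread. Their low counts were therefore bound to arise and give no rate of false calls for the real split. With so few splits a share under 0.05 could not arise, so chance cannot be excluded by this count alone.

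The excess of genes higher in CD4SP may in part come from how TPM is scaled. The share fell from 81.5% to 62.1% after median-of-ratios rescaling and to 72.4% when ribosomal protein genes were removed. Removing these genes also rescales all others, so their part in the move cannot be told apart from other effects of the scaling. Median-of-ratios rescaling assumes that most genes do not change, so a real increase in the number of transcribed genes in CD4SP cells cannot be told apart from a scaling effect. Gene length and GC content explained 1.7% of the variance of log2 fold changes over 10400 genes, which does not bear on a shift of the median. The length and GC correction gave a share of 59.8%, but it also centred each library, so its effect cannot be told apart from scaling.

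Hoxa9 and Runx1, the genes of the inducible cassette, were both higher in CD4SP. A candidate explanation is residual expression of the cassette, and the study did not exclude weak leaky expression in recipients. It described transplantation without doxycycline for the recipients in which it first reported iT cells. Feeding of recipients with doxycycline was described only for mice whose gut and lung were analysed. Whether the sequenced mice, whose cells came from spleen, received doxycycline was not stated. The CD4SP minus CD8SP difference was 8.23 TPM for Runx1 and 8.08 TPM for Hoxa9, a ratio of 1.02, as a shared transcript may give. A cassette lacking the untranslated regions would lower both TPM values by unknown amounts, so this ratio does not settle the matter. Other Hoxa genes at 1 TPM in any library numbered 0 of 10, the highest being 0.133 TPM, which goes against activity of the whole cluster. Of 8 progenitor markers, at most 2 reached 1 TPM in a CD4SP library. Hlf was at 1.61, 0.672 and 2.02 TPM in CD4SP libraries and at 0.0967 TPM or less in CD8SP libraries. Kit and Procr were also higher in all CD4SP libraries than in all CD8SP libraries. Cd34, Meis1, Gata2 and Mecom were listed at 0 in every library. Flt3 was listed at 0 in all CD4SP libraries and was at 0.263, 0.317 and 0 TPM in CD8SP libraries. Since Hoxa9 itself was low, a small share of progenitor cells cannot be excluded. The smaller of both log2 fold changes, that of Runx1, was 1.19 after median-of-ratios rescaling and 1.06 after length and GC correction, and 0 near-identical copies of either gene were found. Endogenous regulation of Runx1 and progenitor cells cannot be separated from the cassette without reads that span it, so the explanation remains a hypothesis.

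Cd8b1 in CD4SP libraries was at 1.22% of its CD8SP level, whereas Cd8a was at 0.16%. CD8SP cells in the CD4SP aliquots would raise both by the same percentage, so such cells could account for at most a small part of the Cd8b1 signal. A near-identical copy was not found (0 at other loci). Transcription of Cd8b1 without Cd8a in CD4SP iT cells is a hypothesis that these data leave open.

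Some genes were abundant in some replicates and near 0 in others of the same population. A range above 4 on the log2 scale within a population was found for 42 tested genes. Examples, chosen after their values were seen, are Ets1 (230, 3.23 and 2.94 TPM in CD4SP, 101 to 108 TPM in CD8SP), Tnfaip3 (245, 190 and 1.26 TPM in CD4SP) and Canx (86.1, 2.46 and 2.39 TPM in CD8SP). The highest value was 20 TPM or more for 39 of the 42, but the selection itself required more than 15 TPM, so this does not bear on chance loss of transcripts, which remains open. Near-identical copies were found for 12 of the 41 with annotation (29.3%), above the 9.8% median of 10000 expression-matched random lists and at percentile 99.9 of them. Atp6v0c-ps2 shows such an exchange, at 0.474, 0.265 and 145 TPM in CD8SP libraries where its parent Atp6v0c was at 164, 167 and 11.7 TPM, with sums of 164, 167 and 157 TPM. In CD4SP libraries the sums were 227, 226 and 228 TPM. Atp6v0c-ps2 is among the genes called higher in CD4SP, and this call is uncertain because of the exchange. How many other called genes have near-identical copies was not counted. Overlap with another gene (percentile 42.4) and the number of annotated transcripts (percentile 57.8) did not set the unstable genes apart. Values left out of the table were examined for all 42. The TPM missing from these genes was 437 to 1435 per library, and in 0 libraries was it above the gap of 1900 to 2104 between the column total and the fixed total of TPM. The gap did not follow the missing TPM across all libraries, however. CD4 replicate 1 had the least missing (437) and the largest gap (2104), and CD4 replicate 3 had 1395 missing and the smallest gap (1900). CD4 replicate 2 goes the other way, with the most missing (1435) and a gap of 2065. The values of replicates 1 and 3 weigh against this explanation without excluding it. Sequence copies may thus explain part of the pattern, and the source of the rest was not identified. No biological explanation was tested.

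Foxp3 belongs to this group. In CD4 replicate 2 it was 4.36 lower on the log2 scale than the mean of the other CD4SP libraries, whereas the median of the other 9 regulatory genes was -0.15 (range -0.51 to 0.35). Fewer regulatory T cells in that aliquot would lower these genes together, so this explanation alone may not account for the Foxp3 value. Regulation of Foxp3 itself was not tested, and the reason was not identified.

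Eif2s3y was the only Y-linked gene of the 4 examined with values above 2.39 TPM. Kdm5d was at 0.499 to 2.39 TPM, Uty at 0.309 TPM or less and Ddx3y at 0.242 TPM or less, while the X-linked Xist did not exceed 0.0775 TPM. Reads of Eif2s3x counted for Eif2s3y were tested as a candidate source. Between the annotated transcripts of Eif2s3y and this X-linked relative, the number of stretches of at least 200 nt with at least 95% identity was 0, which does not exclude shorter shared stretches. The reason for the uneven levels of these genes was not identified.

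CD8 replicates 1 and 2 had the lowest median difference of all replicate pairs (0.0737), yet 16 genes above 20 TPM differed over 4-fold between them, within the 13 to 27 of the other pairs. Genes with a mean under 5 TPM were listed at 0 in one of both libraries in 18.9% of cases, against 30.03% to 34.7% for the other pairs. The same RNA amplified once and sequenced as separate libraries could give this pattern, but so could cells from the same mouse, and neither can be tested from TPM. The study described each column of its heat map of these cells as a biological replicate. That description goes against the same RNA, but it does not say whether the replicates came from different mice. With both averaged, 829 genes were called.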
